A study of Mus musculus with 2 samples. Its data were reported in "Ex vivo lung-organoid model for aberrant basaloid cell induction and activation" (2025).

How the data were processed

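The deposited data came from 2 libraries made from 1 pool of mouse lung organoid cells on the BD Rhapsody platform: a whole-transcriptome library, prepared with the TAS-Seq amplification chemistry, and a library of the sample tags, which are antibodies carrying a short DNA barcode. According to the methods of the study the tags were raised against MHC class I, whereas the sample labels call them hashtag antibodies. Each culture suspension received its own tag and the tagged suspensions were then pooled at equal cell numbers. Because the chemistry was quantified by reads and not by molecular identifiers, PCR copies of a molecule are counted as separate reads. The binomial intervals of shares cover counting error only, whereas intervals of fold changes come from the standard errors of the fits over suspensions.

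Per the submitters' processing notes, reads were trimmed with cutadapt 4.1, inspected with FastQC 0.11.9 and mapped to the mouse genome build GRCm39 with STARsolo 2.7.10a, with later steps in R 4.2.2. Reads mapping to several genes were shared out between them. The gene by cell table that the authors deposited therefore holds expected counts, of which 20.5% of the values above 0 were not whole numbers. The sample-tag table that the authors deposited holds whole read counts of each tag per barcode. The column names of the gene table carry the tag name that the authors gave to each cell, and the tag table names 7 used tags, 4 as controls and 3 as bleomycin, beside 5 unused tags. These names in the files, and not the sample labels, give the treatment of each suspension. The reference annotation at hand was of an older genome build, so no coordinates are given. Counts of genes with near-identical copies, such as the Sprr2 genes or the Bex genes, depend on how the shared reads were allotted.

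The table held 17108 cells, of which 1586 had no single suspension, being named as doublets (507) or as not detected (1079) by the authors. For the remaining 15522 cells the tag reads were compared, and the 11066 cells whose own tag had at least 2 times the reads of any other tag were kept. Counts were scaled to 1000000 per cell and log-transformed with scanpy 1.11.5. A set of 2000 highly variable genes was then chosen, from which the genes of the fixed lists were excluded. Total reads were regressed out, 50 principal components and a graph of 20 neighbours were computed, and cells were grouped by the Leiden method at resolution 2.5 (leidenalg 0.10.2, igraph 0.11.9, anndata 0.12.19, scikit-learn 1.9.0, python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3). The 29 clusters were named from 17 marker lists fixed before the data were examined. The named-gene rule, the gene lists and the tests were fixed at the same time. The naming thresholds were set after the clusters had been seen. They required a mean log2 score of at least 1.5 over the median cluster (pseudocount 5 CPM, markers reaching 20 CPM) and at least 3 markers over 2 times that median, some of them among the top 50 genes by fold. Proliferating classes needed a proliferation score of at least 3. A cluster whose top 10 genes held more markers of another class was named for both classes, as was the cluster with AT2 and AT1 markers. Scrublet marked 1 of 11066 cells as a doublet and so has not worked on these data. Doublets were therefore limited only by the tags, and some clusters held markers of separate lineages. The immune-like cluster (37 cells) had Epcam at 219.3 CPM beside Ptprc at 160.0 CPM, and an AT2-like cluster of 293 cells had the ciliated gene Tmem212 at 255.5 CPM, against 53.2 and 55.2 CPM in the other AT2-like clusters, so doublets or free RNA in them were not excluded.

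Cells are not replicates, so reads were summed per suspension and class, the sums were rounded to whole numbers, and sums of fewer than 10 cells were left out. Gene expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (TMM scaling, filterByExpr with a minimum count of 10) and Benjamini-Hochberg adjustment, at a threshold of 0.05. In the 4 comparisons of classes the suspension was a block. In the 7 comparisons of untreated with bleomycin-treated suspensions there was no covariate. Only the comparison in AT2-like cells had been planned, and the other 6 were added after the data had been seen. A difference of the treatment effect between classes was tested as an interaction in 1 model with the suspension as a block. The level of a gene is given as the mean ± SD over suspensions of counts per 1000000 summed counts (CPM), and a log2 fold change with its standard error. Nothing in the labels says whether the suspensions came from separate animals or cultures, so p-values measure only the spread between these suspensions, which may be partly technical. Sex-linked reads, given below, argue against a separate single mouse behind each suspension. Whether they were separate cultures stays open. A chi-square comparison of suspension pairs over genes, made in AT2-like and in secretory-like cells, gave 8.4 to 38.8 per degree of freedom. It covers counting error only, which PCR copies inflate, so it does not decide whether any pair agreed within sampling noise.

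The 20 gene lists held 224 genes: ephrin ligands, Eph receptors, TGF-β, activin and BMP ligands, receptors of the TGF-β family, bleomycin hydrolase, the p53 response, senescence and its secreted factors, extracellular matrix, integrins and matrix adhesion, epithelial to mesenchymal transition, the keratinized wound response, the Krt8 transitional state, hypoxia and glycolysis, sterol synthesis, glutathione and NRF2 targets, the interferon response, MHC class II, epithelial cytokines and alarmins, metallothioneins, and dissociation and immediate early genes. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes and adjusted over the lists of a comparison. An estimated correlation and fry served as alternatives. Lists of 1 measured gene were not tested. The list of TGF-β, activin and BMP ligands also held Bmp1, which encodes a protease and not a ligand. Set to be always named were Blmh, Tgfb2, Efna3, Efna4, Epha2, Epha4, Cdkn1a, H2-Ab1 and Itgb4. Not all of them are given in every comparison, and for bleomycin outside AT2-like cells only Cdkn1a, Efna3 and Efna4 are. Effects of bleomycin on Tgfb2 and Epha2 in aberrant basaloid-like or basal-like cells are therefore not reported here. From each list up to 4 called members with a log2 fold change of at least 1 in size and the same direction in every suspension could be named, and in addition the 10 largest rises and 10 largest falls among called genes of at least 20 CPM that had not served for clustering or naming. Genes outside this rule are marked where they appear.

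The tests were tried on simulated counts with 200 changed genes. For AT2-like against airway epithelial-like cells 71.6% of genes changed 2-fold were recovered, for AT1-like against AT2-like 23.9%, for aberrant basaloid-like against basal-like 17.9%, and for untreated against bleomycin-treated AT2-like cells 43.3%. At a 4-fold change these shares were 83.3%, 71.2%, 68.2% and 65.2%. False calls made up 2.4%, 4.4%, 6.3% and 5% of the calls, in the same order. The simulated counts were drawn from the fitted dispersions with correct labels and few changed genes. They do not cover wrong tags or classes defined from the same expression values, so these shares need not hold for the real comparisons.

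The alternatives set in advance were RLE scaling, DESeq2 1.42.0, no filter on low counts, no suspension block, clustering at resolution 1.0, fixed lists used for clustering, cells with at least 1000 genes and at most 20% mitochondrial reads, a tag of at least 4 times the next, all cells whatever their tag, removal of the Scrublet doublet, thinning of every cell to 5000 reads, and each suspension left out in turn. The tag names of the authors without a filter on tag reads, an AT2 class that included the cluster with AT1 markers, subsets of AT2-like cells by tag strength, Xist reads or cluster, and a block by the number in the tag name were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.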

Results

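Lung organoids are 3-dimensional cultures in which epithelial cells of the mouse lung grow together with lung fibroblasts and form alveolar and airway cell types. In this series the transcriptomes of single organoid cells were read after exposure to bleomycin, a drug that breaks DNA strands. Bleomycin was given at 0.3 µg/ml for 48 hours, from day 8 to day 10, and cells were harvested on day 14. The files named 7 tagged suspensions, 4 untreated (control-1 to control-4) and 3 treated with bleomycin (bleo-1 to bleo-3). The table held 41930 genes and 17108 cells, of which 15522 carried the name of 1 suspension and 11066 passed the filter on tag reads. The filter kept 494, 1122, 1515 and 1238 cells of control-1 to control-4 and 3563, 2255 and 879 cells of bleo-1 to bleo-3. Their total reads, in units of 1000000 reads, were 30.1, 58.7, 84.2 and 70.9 in the untreated suspensions and 234, 128 and 48.3 in the treated ones. The kept cells had a median of 43644 reads and 4620 detected genes. In control-1, 46.0% of the named cells had more reads of another tag than of their own, against at most 10.2% in any other suspension.

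Airway cells made up most of the named cells and alveolar cells a smaller part. Ciliated-like cells held 25.0% of the 11066 cells (exact 95% binomial interval 24.2 to 25.8, range over suspensions 15.4 to 32.6), and secretory-like cells, the sum of club, goblet and other secretory clusters, 20.2% (19.4 to 20.9, range 12.8 to 31.6). Alveolar type 2 (AT2)-like cells, the surfactant-producing cells of the alveoli, held 13.7% (13 to 14.3) with a median of 13.2% over suspensions and a range from 3.54 to 38.1. A further cluster, with AT2 markers and markers of the flat, gas-exchanging alveolar type 1 (AT1) cells, held 3.62% (3.28 to 3.99), and AT1-like cells held 1.36% (1.15 to 1.59). Basal-like cells, the stem cells of the airway, held 9.05% (8.52 to 9.6) and proliferating basal-like cells 3.89% (3.53 to 4.26). Aberrant basaloid-like cells were a cluster of 103 cells or 0.931% (0.76 to 1.13). They were named here by the mean score of a marker list of the basaloid cells of fibrotic lungs, which holds Krt17 and Fn1. Of that list only Itgb6 and Hmga2 were among the top 50 genes of the cluster, and Krt17 did not single it out (below). Proliferating AT2-like, tuft-like, fibroblast-like and immune-like clusters held 0.389%, 0.235%, 0.94% and 0.334%. The remaining 20.5% (19.7 to 21.2) stayed unnamed at the thresholds used. Unnamed clusters that scored highest as basal made up 9.54% to 13.3% of the untreated suspensions and 10.5% to 22.1% of the treated ones. Those scoring as ciliated or goblet made up at most 3.41% and 2.48% of any suspension.

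The share of AT2-like cells was lower on average in the bleomycin suspensions, but the exact test did not pass 0.05. It was 22.7% ± 11 (SD, n = 4) untreated and 8.62% ± 4.44 (n = 3) with bleomycin, a difference of -14.1 percentage points (two-sided exact permutation test over 35 splits, p = 0.0857), and the groups did not overlap (13.2% to 38.1% untreated, 3.54% to 11.7% treated). Among cells with clear tags the means were 35.5% and 15.1% (exact permutation p = 0.0571). With the cluster of AT2 and AT1 markers counted in, the difference was -15.5 points (exact permutation p = 0.1143). The number of AT2-like cells per suspension was 261 ± 159 untreated and 156 ± 72.8 treated (exact permutation p = 0.3714). Suspensions were pooled at equal cell numbers before sequencing, and tag reads differed by class: the median AT2-like cell had 2149 reads of its own tag and the median airway cell 58, so the filter on tags can itself set these shares. The antibody target was also expressed unequally, with H2-K1, a heavy chain of MHC class I, at 730.2 CPM in AT2-like cells and 162.9 to 261.3 CPM in ciliated-like, basal-like and secretory-like cells.

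AT2-like cells were compared with airway epithelial-like cells (basal, aberrant basaloid, secretory, ciliated and tuft clusters summed) to find where bleomycin hydrolase, ephrins and TGF-β family genes were expressed. All 7 genes of MHC class II, the complex that presents antigen to CD4 T cells, were higher in AT2-like cells. H2-Ab1 was at 576 ± 113 CPM against 10.7 ± 3.42 (SD, n = 7 suspensions; log2 difference 5.78 ± 0.10), and Ciita, the master regulator of these genes, differed by 5.55 ± 0.16. The list test gave an adjusted p of 9.7e-36, and 0.00714 with an estimated correlation. H2-Ab1 and Itgb4 were used as markers of these compartments in the study, so they are not independent evidence. Leading genes of the major cell types were also read in other classes. Sftpc, the surfactant protein C gene, was at 91448.2 CPM in AT2-like cells and still at 412.3 to 620.0 CPM in basal-like, secretory-like and ciliated-like cells. Reg3g, a secreted antibacterial lectin, was at 173530.8 CPM in secretory-like and 13753.8 CPM in AT2-like cells. Free RNA, doublets and expression by the cells themselves were not told apart.

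Ephrins, the membrane-bound ligands of Eph receptor tyrosine kinases, were split between the compartments: 4 of 8 measured members were higher in AT2-like and 3 in airway cells, the same numbers when adjusted over the list alone (list adjusted p = 0.54). Efna3 was at 37.2 ± 22.7 CPM in AT2-like and 0.775 ± 0.394 CPM in airway cells (log2 5.40 ± 0.47), Efna4 at 31.2 ± 6.72 and 3.94 ± 0.571 CPM (2.98 ± 0.18), whereas Efna5 was lower by 1.36 ± 0.10 in AT2-like cells (log2 -1.36). Of 11 Eph receptors, 4 were higher and 1 lower (list adjusted p = 0.464; same numbers adjusted over the list alone). They included Epha7 (log2 4.89 ± 0.24), Epha4 (1.26 ± 0.17) and Epha2 (1.20 ± 0.13) on the higher side and Ephb2 (-1.90 ± 0.18) on the lower. Blmh, which encodes bleomycin hydrolase, the enzyme that inactivates the drug, did not pass the test, with 31.6 ± 4.5 CPM in AT2-like and 36.1 ± 2.41 CPM in airway cells (log2 -0.19 ± 0.10, adjusted p = 0.115).

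Of 13 genes in the list of TGF-β, activin and BMP ligands, which includes the protease gene Bmp1, 8 were higher and 4 lower in AT2-like cells, both over all genes and adjusted over the list alone (list adjusted p = 0.0121, but adjusted p = 0.732 with an estimated correlation). Bmp1, a protease that matures procollagens, and Bmp4, a morphogen, were higher by log2 4.02 ± 0.08 and 3.55 ± 0.15, and Inhba, the activin A subunit, was lower (-3.43 ± 0.52). Tgfb2, a TGF-β ligand, was at 8.03 ± 4.32 CPM in AT2-like and 12.6 ± 2.33 CPM in airway cells (log2 -0.76 ± 0.23, adjusted p = 0.016), but was lower in only 5 of 7 suspensions, and the sign turned under 7 alternative choices of cells, reaching 0.89 when the list genes were used for clustering. Genes of the extracellular matrix were higher in 11 and lower in 4 of 20 cases (same numbers adjusted over the list alone; list adjusted p = 3.5e-06, adjusted p = 0.222 with an estimated correlation), led by the basement membrane collagen Col4a1 (6.03 ± 0.10) and Sparc, a collagen-binding matrix protein (5.08 ± 0.13). Genes of the Krt8 transitional state, a state between AT2 and AT1 cells, were lower in 9 and higher in 2 of 12 cases (same numbers adjusted over the list alone; list adjusted p = 0.00148, adjusted p = 0.536 with an estimated correlation). Examples were the galectin gene Lgals3 (-2.27 ± 0.10) and the luminal keratin gene Krt19 (-2.23 ± 0.11). Sterol synthesis genes were higher in 9 of 12 cases and in 10 when adjusted over the list alone (list adjusted p = 0.0477, adjusted p = 0.732 with an estimated correlation), with Cyp51, a demethylase of lanosterol, at 1.01 ± 0.10. Other lists did not pass the test, with adjusted p from 0.127 to 0.997. Among their members, the alarmin gene Il33 (4.2 ± 0.17) and Gclc, the catalytic subunit of glutathione synthesis (2.31 ± 0.17), were higher in AT2-like cells, and the chemokine gene Cxcl17 (-2.77 ± 0.13), the integrin genes Itgb4 (-2.45 ± 0.21) and Itga2 (-2.12 ± 0.34), and Gpx2, a glutathione peroxidase (-2.38 ± 0.20), were lower. Cdkn1a, the p53-induced cell cycle inhibitor, did not pass the test (log2 -0.50 ± 0.27, adjusted p = 0.132), but did without bleo-3 (log2 -0.68). Outside the lists the largest differences included Esam (6.58 ± 0.15), Tspan11 (6.58 ± 0.10) and Dpp4, a cell surface peptidase (6.24 ± 0.14), on the AT2-like side and Morn5 (-4.29 ± 0.20) and Ccdc170 (-4.44 ± 0.17) on the airway side. In all 4947 genes were higher and 5432 lower of 17396 tested (edgeR, adjusted p under 0.05), or 4791 and 5166 of 16789 when genes used for clustering or naming were set aside. DESeq2 called 4794 and 5789.

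**Figure D1:**
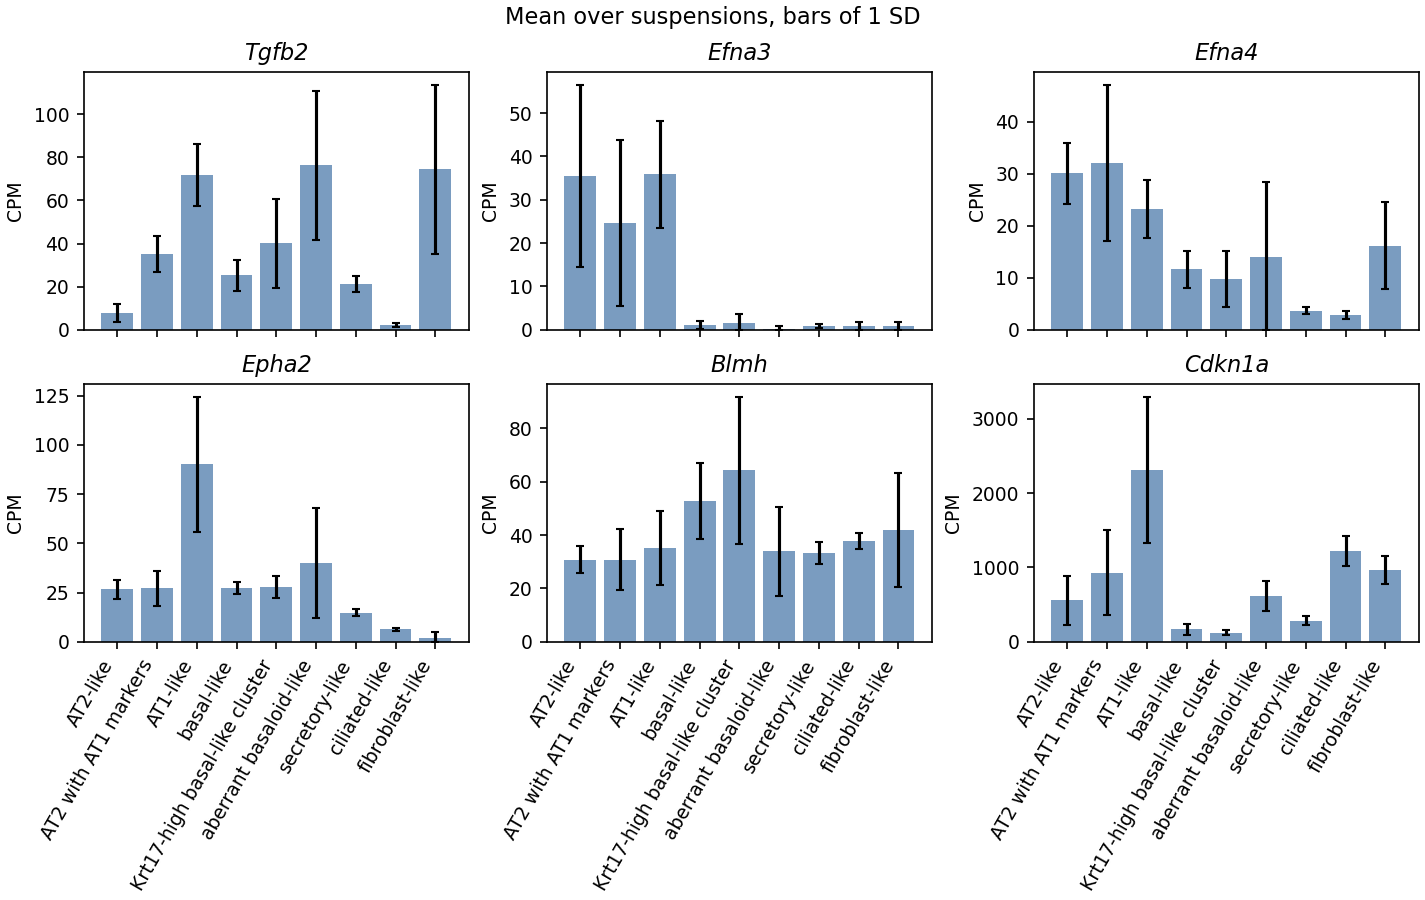
Levels of focus genes by cell class, as the mean CPM over suspensions on the vertical axis with the SD between suspensions as error bars (clipped at 0) and the classes on the horizontal axis. Efna3 was high in the alveolar classes and near 0 in the others, while Tgfb2 was at 76.3 ± 34.7 CPM in aberrant basaloid-like, 71.9 CPM in AT1-like and 7.8 ± 4.1 CPM in AT2-like cells.

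Xist, the RNA that coats the inactive X chromosome of female cells, separated the compartments as well. Among cells with at least 20000 reads, 71.3% of AT2-like cells (exact 95% interval 68.6 to 74.0) had Xist at 50 CPM or more, against 2.1% of airway epithelial-like cells (1.7 to 2.6). Summed over cells, Xist was at 474.3 CPM in AT2-like and 5.9 CPM in airway cells, with median depths of 38154 and 48128 reads per cell. Y-linked reads (Ddx3y, Uty, Kdm5d and Eif2s3y, at 20 CPM or more) were found in 49.6% of AT2-like and 89.3% of airway cells. Fibroblast-like cells had Xist in 90.0% and Y-linked reads in 35% of cells. Within single suspensions, 68.5% to 76.0% of AT2-like cells and 0.8% to 4.0% of airway cells had Xist. AT2-like cells of 1 mouse would share 1 sex, so this mix argues against a single donor mouse for each suspension. Xist and the Y-linked genes were looked at after the data had been seen. The comparison of AT2-like with airway cells is therefore also one of cells that differ in sex-linked expression.

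**Figure D2:**
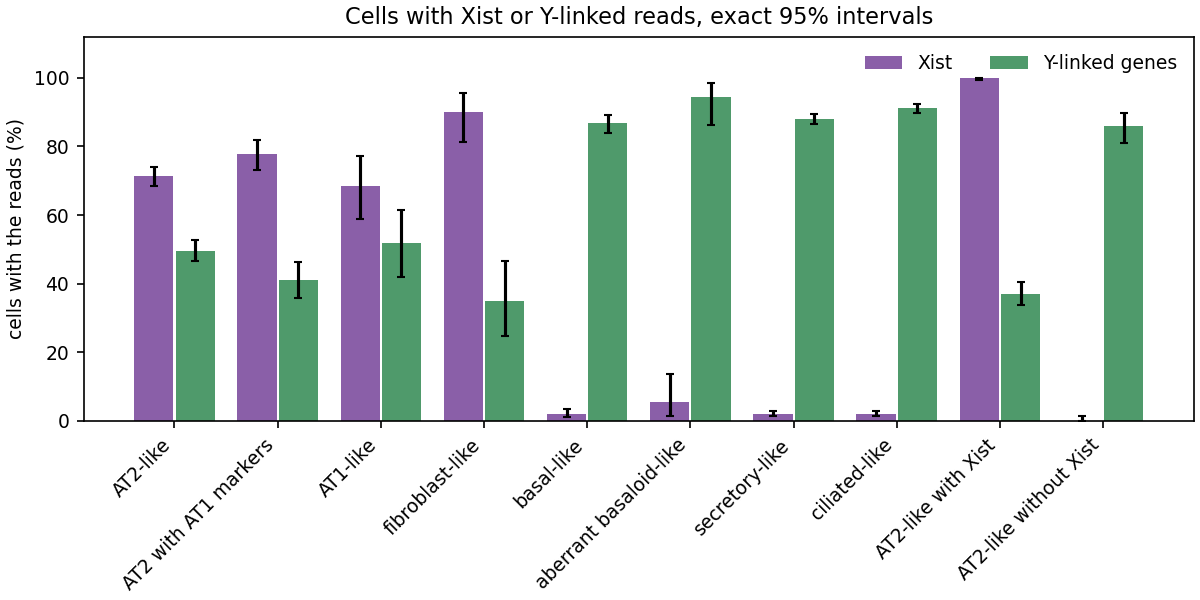
Percent of cells with at least 20000 reads that had Xist (at least 50 CPM) or Y-linked reads (at least 20 CPM), by class, with exact 95% intervals. Alveolar and fibroblast-like classes had Xist in 68.5% to 90.0% of cells and basal-like, secretory-like and ciliated-like cells in 2.0% to 2.1%; the bars for AT2-like cells with and without Xist stand at 100 and 0 by definition.

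AT1-like cells were compared with AT2-like cells in the 4 suspensions with at least 10 AT1-like cells (control-4 and bleo-1 to bleo-3), to see what separates the alveolar classes. The Krt8 transitional list was higher in AT1-like cells in 10 of 12 cases (also 10 adjusted over the list alone; list adjusted p = 1.33e-30, adjusted p = 0.0375 with an estimated correlation). Cldn4, a tight junction protein, reached 478 ± 92.7 against 27.1 ± 1.04 CPM (SD, n = 4; log2 4.12 ± 0.17), and Anxa1, an annexin that restrains inflammation, 2730 ± 384 against 581 ± 68.1 CPM (2.23 ± 0.16). All 7 MHC class II genes were lower in AT1-like cells (list adjusted p = 1.54e-35, adjusted p = 0.0183 with an estimated correlation), including H2-Ab1 (-3.38 ± 0.16) and Ciita (-5.37 ± 0.64). Tgfb2 was higher at 65.9 ± 15.7 against 6.57 ± 2.62 CPM (3.37 ± 0.27, adjusted p = 5.9e-05, 4 of 4 suspensions), as was the matrix factor Ccn2 (4.91 ± 0.40), a known target of TGF-β and YAP.

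Of 23 p53 response genes, 9 were higher in AT1-like cells, or 17 adjusted over the list alone (list adjusted p = 1.29e-07, adjusted p = 0.284 with an estimated correlation), among them Cdkn1a (1.29 ± 0.15) and Plk2, a stress-induced kinase (2.04 ± 0.28). Only control-4 of the suspensions compared was untreated, and bleomycin raised Cdkn1a and other p53 genes in AT2-like cells (below). A stronger response of AT1-like cells to the drug was therefore not told apart from a lasting difference between the classes. Integrins and adhesion genes were higher in 5 of 12 cases, or 9 adjusted over the list alone (list adjusted p = 0.000149, adjusted p = 0.284 with an estimated correlation). They included Plec, a cytoskeletal linker (1.58 ± 0.20), and Itgb4 (1.48 ± 0.40, adjusted p = 0.0428), whose call was lost without bleo-1 (1.47), bleo-2 (1.53) or control-4 (1.07). Immediate early genes were higher in 4 and lower in 1 of 10 cases, extracellular matrix genes higher in 6 and lower in 1 of 14, and keratinized genes higher in 2 of 5. Adjusted over the list alone, the numbers were 4 and 2, 6 and 2, and 2. The list adjusted p were 0.00111, 0.0171 and 0.0156, and with an estimated correlation the adjusted p were 0.324, 0.393 and 0.324. Senescence genes were higher in 2 of 6 cases (2 higher and 1 lower adjusted over the list alone; list adjusted p = 0.0471, adjusted p = 0.51 with an estimated correlation), namely Plaur (2.92 ± 0.36) and Cdkn2b (2.06 ± 0.30). Cytokines were lower in 1 of 5 cases, also adjusted over the list alone (list adjusted p = 0.00813, adjusted p = 0.324 with an estimated correlation), which was Il33 (-4.23 ± 0.24). The other lists did not pass the test, with adjusted p from 0.419 to 0.995. Within them the ephrins Efnb2 (2.86 ± 0.56) and Efna1 (1.53 ± 0.24) and the receptor Epha2 (1.54 ± 0.27) were higher, and Epha7 was lower (-2.94 ± 0.37). The call of Efnb2 was lost without control-4 (2.43). Efna3 (log2 -0.66 ± 0.25, adjusted p = 0.128), Efna4 (-0.84 ± 0.27, adjusted p = 0.0822), Epha4 (0.60 ± 0.24, adjusted p = 0.151) and Blmh (-0.17 ± 0.28, adjusted p = 0.787) did not pass the test. In total 666 genes were higher and 753 lower of 12278 tested (edgeR, adjusted p under 0.05), or 622 and 674 of 11938 not used for clustering or naming, and DESeq2 called 896 and 954. Without bleo-2 the counts were 412 and 473, without bleo-3 394 and 480, and without control-4 the lower count was 489. The largest number of AT1-like cells (52 of 150) came from bleo-3.

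Aberrant basaloid-like cells were compared with basal-like cells in the 6 suspensions with at least 10 of them, to find what sets this cluster apart from the basal-like class. The basal-like clusters expressed its markers too: Krt17 was at 161.8 CPM in the aberrant basaloid-like cluster and at 110.0 and 280.9 CPM in the basal-like ones, and Fn1 at 683.5 CPM against 262.2 and 182.3 CPM. The study also described an aberrant basaloid subset with high Krt5 and Trp63. The basal-like cluster with the higher Krt17, of 368 cells, had Krt5 and Trp63 among its leading genes. The basal-like side may therefore hold cells that the study named aberrant basaloid, and clusters were not matched to its subsets. Higher in 6 of 6 suspensions was Inhba, at 748 ± 741 against 2.95 ± 2.77 CPM (SD, n = 6, log2 7.48 ± 0.45), with a wide spread between suspensions. Pmaip1, the p53-induced BH3 protein Noxa, was also higher in 6 of 6, at 772 ± 165 against 42.1 ± 11.3 CPM (4.22 ± 0.15, edgeR adjusted p = 3.85e-09). The Krt8 transitional list was higher in 9 of 12 cases (also 9 adjusted over the list alone; list adjusted p = 5.05e-18, adjusted p = 0.0553 with an estimated correlation), with Krt8 itself at 1930 ± 680 against 373 ± 25.2 CPM, Cldn4 at log2 3.33 ± 0.18 and the growth factor Hbegf at 2.96 ± 0.33. Tgfb2 was at 80.9 ± 38.3 against 22.8 ± 4.65 CPM (1.73 ± 0.36, adjusted p = 0.0059, 6 of 6 suspensions). Lower were the basal transcription factor Snai2 (-2.99 ± 0.66) and the growth factor genes Bmp7 (-4.04 ± 0.84) and Ptn (-3.40 ± 0.33).

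The ligands of the TGF-β family were higher in 3 and lower in 1 of 9 cases, or 4 and 2 adjusted over the list alone (list adjusted p = 0.0186, adjusted p = 0.128 with an estimated correlation). Of 20 p53 response genes 5 were higher, or 8 with 1 lower adjusted over the list alone (list adjusted p = 2.94e-06, adjusted p = 0.075 with an estimated correlation), Cdkn1a among them at 648 ± 204 against 182 ± 61.0 CPM (1.84 ± 0.23, adjusted p = 0.000141). Senescence genes were higher in 4 and lower in 1 of 7 cases (5 and 1 adjusted over the list alone; list adjusted p = 0.000221, adjusted p = 0.0861 with an estimated correlation). Higher were Cxcl2, a neutrophil chemokine (6.27 ± 0.97), and Igfbp7, a secreted IGF-binding protein (3.91 ± 0.24), and lower was Serpine1, the inhibitor of plasminogen activation (-1.25 ± 0.23). Matrix genes were higher in 4 and lower in 2 of 13 cases (5 and 2 adjusted over the list alone; list adjusted p = 0.00243, adjusted p = 0.235 with an estimated correlation), with Ccn2 (4.76 ± 0.43) and the matrix glycoprotein gene Thbs1 (3.27 ± 0.42) higher and the anchoring collagen Col7a1 lower (-2.84 ± 0.61). Integrins were higher in 5 and lower in 1 of 12 cases (5 and 2 adjusted over the list alone; list adjusted p = 0.00636, adjusted p = 0.235 with an estimated correlation), with Itga2 (2.89 ± 0.23) and Itgav, which takes part in activating latent TGF-β (1.37 ± 0.15), higher and Itgb4 lower (-1.05 ± 0.21). NRF2 targets were lower in 6 of 11 cases (7, with 2 higher, adjusted over the list alone; list adjusted p = 8.92e-05, adjusted p = 0.0553 with an estimated correlation), such as Gpx2 (-2.33 ± 0.15). Keratinized genes were higher in 1 of 5 cases, Sprr1a (2.41 ± 0.18), and hypoxia genes in 4 of 12, including Vegfa (1.33 ± 0.23). Adjusted over the list alone, the numbers were 1, and 4 with 1 lower. The list adjusted p were 0.00508 and 0.00636, and with an estimated correlation the adjusted p were 0.0861 and 0.281. The remaining lists did not pass the test, with adjusted p from 0.0825 to 0.608. Of ephrins 1 was higher, Efnb2 (2.27 ± 0.18), and 1 lower of 5, also adjusted over the list alone. Not called were Blmh (log2 -0.60 ± 0.28, adjusted p = 0.228), Epha2 (0.36 ± 0.38, adjusted p = 0.636), Epha4 (0.75 ± 0.30, adjusted p = 0.145) and Efna4 (-0.24 ± 0.78, adjusted p = 0.9), whose sign turned without bleo-1 (0.09), bleo-2 (0.07) or control-4 (0.24). In total 616 genes were higher and 363 lower of 9622 tested (edgeR, adjusted p under 0.05), or 545 and 325 of 9360 not used for clustering or naming, and DESeq2 called 808 and 676. A tag of at least 4 times the next left 206 higher and 86 lower genes.

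Against secretory-like cells, the luminal cells of the airway, the aberrant basaloid-like cells were higher in 10 of 12 integrin and adhesion genes and in 8 of 16 matrix genes. Adjusted over the list alone the numbers were 10, and 9 with 1 lower, and the lists had adjusted p of 1.01e-14 and 6.31e-09 (adjusted p = 0.0227 and 0.0322 with an estimated correlation). Itga2 was at 514 ± 215 against 50.8 ± 6.73 CPM (SD, n = 6; log2 3.23 ± 0.22), Ccn2 at 331 ± 168 against 18.9 ± 2.91 CPM (3.96 ± 0.31), and Inhba at 616 ± 607 against 9.82 ± 2.40 CPM (5.53 ± 0.38). Metallothioneins, which bind metals, were both higher (Mt2 2.18 ± 0.21, Mt1 1.49 ± 0.17; both adjusted over the list alone; list adjusted p = 3.15e-06, adjusted p = 0.0455 with an estimated correlation). NRF2 targets were lower in 6 of 12 cases, or 7 adjusted over the list alone (list adjusted p = 8.73e-07, adjusted p = 0.0227 with an estimated correlation), among them the quinone reductase gene Nqo1 (-4.32 ± 0.79) and the glutathione transferase gene Gsta3 (-2.87 ± 0.33).

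The Krt8 transitional list was higher in 10 of 12 cases and keratinized genes in 3 of 5, with 10 and 4 adjusted over the list alone (list adjusted p = 2.22e-19 and 7.56e-07, adjusted p = 0.0227 each with an estimated correlation). Cldn4 differed by 3.36 ± 0.19 and Krt6a, a keratin of wounded epidermis, by 5.95 ± 0.60. Senescence genes were higher in 5 and lower in 1 of 8 cases (5 and 2 adjusted over the list alone; list adjusted p = 1.33e-05, adjusted p = 0.0481 with an estimated correlation), Igfbp7 most (5.09 ± 0.28). The p53 list was higher in 4 of 24 cases, ephrins in 1 of 5 and hypoxia genes in 3 of 12, with 4, 1 and 5 adjusted over the list alone. Their list adjusted p were 0.000228, 0.0161 and 0.0199, and with an estimated correlation the adjusted p were 0.138, 0.16 and 0.189. Pmaip1 (3.74 ± 0.18) and Efnb2 (2.56 ± 0.19) belonged to these lists. Tgfb2 was higher (1.34 ± 0.31, adjusted p = 0.0112, 6 of 6 suspensions), but not called without control-3 (1.08), and Cdkn1a (0.64 ± 0.15, adjusted p = 0.0141) was not called without bleo-1 (0.52) or control-2 (0.59). Other lists did not pass the test, with adjusted p from 0.0698 to 0.951. Blmh (log2 -0.50 ± 0.30, adjusted p = 0.318), Efna4 (0.85 ± 0.87, adjusted p = 0.597), Epha2 (0.75 ± 0.35, adjusted p = 0.186), Epha4 (0.09 ± 0.30, adjusted p = 0.891) and H2-Ab1 (-0.27 ± 0.51, adjusted p = 0.798) did not pass either. The sign of Epha4 turned without bleo-1 (-0.23) and that of H2-Ab1 without control-4 (0.02). In total 849 genes were higher and 915 lower of 12837 tested (edgeR, adjusted p under 0.05), or 775 and 821 of 12491 not used for clustering or naming, and DESeq2 called 1146 and 1525. Fitted without the suspension block, 1443 were higher and 1385 lower.

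Bleomycin was compared with no treatment in AT2-like cells, to find which genes the drug had changed 4 days after its removal. Of 15024 genes tested 15 rose and none fell, and 8 of the 15 belonged to the list of 24 p53 response genes. Gdf15, a stress cytokine, rose from 7.94 ± 0.891 CPM (SD, n = 4) to 50.7 ± 3.87 CPM (n = 3; log2 2.68 ± 0.15, edgeR adjusted p = 0.000166), and Cdkn1a from 297 ± 52.7 to 924 ± 100 CPM (1.64 ± 0.14, adjusted p = 0.0043). Ephx1, an epoxide hydrolase, rose from 49.6 ± 8.52 to 133 ± 6.83 CPM (1.42 ± 0.14, adjusted p = 0.00659), and Phlda3, a p53-induced inhibitor of Akt, from 19.8 ± 3.51 to 55.0 ± 6.11 CPM (1.45 ± 0.16, adjusted p = 0.015). The other members were Ccng1, a p53-induced cyclin (1.26 ± 0.14), Bax, a pore-forming effector of apoptosis (0.96 ± 0.11), Psrc1 (2.11 ± 0.29) and Rps27l (0.62). Adjusted over the list alone, 17 of the 24 rose. The list test gave an adjusted p of 9.36e-64, and 0.00061 with an estimated correlation.

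Outside that list the called genes were the glutathione transferase Gsta3 (0.86 ± 0.10), the guidance cue Ntn1 (1.58 ± 0.23), Pqlc3 (1.52 ± 0.19), Dynlt2a2 (1.09 ± 0.13), and Mgmt, a DNA repair enzyme that removes alkyl groups (2.14), Ddit4l (2.17) and Dglucy (1.58). The last 3 and Rps27l fell outside the naming rule and were added after their values had been seen. Glutathione and NRF2 targets rose in 1 of 12 cases, or 7 adjusted over the list alone (list adjusted p = 1.88e-12, adjusted p = 0.157 with an estimated correlation). Immediate early genes rose in 0 of 10 cases over all genes and in 4 adjusted over the list alone (list adjusted p = 2.94e-08, adjusted p = 0.0276 with an estimated correlation). Sterol synthesis genes fell in 0 of 12 cases over all genes and in 2 adjusted over the list alone (list adjusted p = 2.94e-08, adjusted p = 0.448 with an estimated correlation). The lists of ephrins, Eph receptors, TGF-β family ligands and receptors, senescence, extracellular matrix, integrins, epithelial to mesenchymal transition, keratinized genes, the Krt8 transitional state, hypoxia, interferon, MHC class II, cytokines and metallothioneins did not pass the test, with adjusted p from 0.059 to 0.99. None of their members was called over all genes, and adjusted over the list alone 1 ligand fell and 1 transition gene rose. Efna3 was at 23.3 ± 17.9 CPM untreated and 53.6 ± 14.9 CPM treated (log2 1.30 ± 0.63, edgeR adjusted p = 0.687) and Efna4 at 27.1 ± 5.71 and 34.7 ± 6.36 CPM (0.37 ± 0.20, edgeR adjusted p = 0.719). Neither passed the test over all genes. Blmh (0.06 ± 0.16), Tgfb2 (-0.33 ± 0.47), Epha2 (-0.11 ± 0.19), Epha4 (-0.41 ± 0.22), H2-Ab1 (0.09 ± 0.17) and Itgb4 (0.58 ± 0.40) were not called, with adjusted p from 0.713 to 0.959, and the sign of Blmh, Tgfb2 and Epha2 turned when control-1 was left out (0.00, 0.10 and 0.01), that of Blmh also without bleo-2 (-0.08) and that of Epha2 without bleo-3 (0.02). At an unadjusted p under 0.05 there were 559 higher and 570 lower genes, and DESeq2 called 69 and 34. DESeq2 gave no adjusted p for 2044 of the 15024 genes. Without bleo-1, bleo-2 or bleo-3 the count of genes that rose was 4, 3 and 1, and without control-3 or control-4 it was 3 and 3. Without control-1 and control-2, 1 and 6 genes fell. In control-2 the largest part of the AT2-like cells (222 of 427) lay in another AT2 cluster than in the other suspensions. That cluster also held 88 of the 239 AT2-like cells of bleo-2, and at most 24 of any other suspension. In the largest AT2-like cluster alone 18 genes rose, 13 of them shared with the 15.

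**Figure D3:**
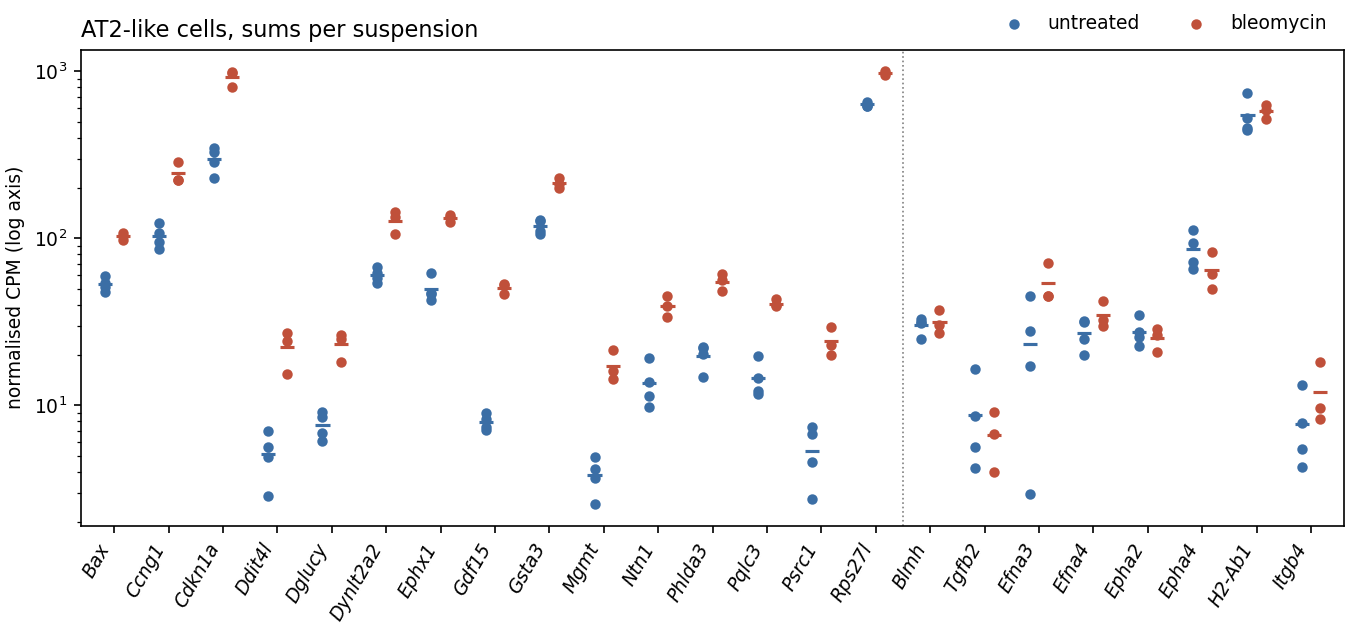
Level in AT2-like cells of the 15 called genes and, right of the dotted line, of uncalled focus genes, in CPM on a log axis, with 1 point per suspension and the group mean as a line. Gdf15, Cdkn1a and Ephx1 were higher in each of the 3 treated than in each of the 4 untreated suspensions.

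In the cluster with AT2 and AT1 markers 1 gene of 12100 rose with bleomycin and 0 fell (edgeR). It was Ccng1, from 120 ± 24.0 CPM (n = 4) to 337 ± 40.1 CPM (n = 3; log2 1.51 ± 0.17, adjusted p = 0.03), while Cdkn1a narrowly missed the threshold (1.67 ± 0.22, edgeR adjusted p = 0.059). Of 23 p53 response genes 10 rose adjusted over the list alone, against 1 over all genes (list adjusted p = 3.25e-29, adjusted p = 0.00137 with an estimated correlation). NRF2 targets rose in 11 of 12 cases adjusted over the list alone and in 0 over all genes (list adjusted p = 1.95e-16, adjusted p = 0.135 with an estimated correlation). Ephrins rose in 2 of 7 cases adjusted over the list alone and in 0 over all genes (list adjusted p = 0.00241, adjusted p = 0.135 with an estimated correlation). Efna3 was at 11.1 ± 7.02 CPM untreated and 43.7 ± 13 CPM treated (2.09 ± 0.52) and Efna4 at 21.2 ± 7.35 and 47.8 ± 8.79 CPM (1.11 ± 0.29), both with an edgeR adjusted p of 0.475 over all genes. Sterol synthesis genes fell in 2 of 12 cases adjusted over the list alone and in 0 over all genes (list adjusted p = 4.41e-05, adjusted p = 0.413 with an estimated correlation). At an unadjusted p under 0.05 there were 393 higher and 365 lower genes, and DESeq2 called 29 and 14. DESeq2 gave no adjusted p for 9618 of the 12100 genes, so its calls were adjusted over far fewer genes than those of edgeR. Without bleo-1, bleo-2, bleo-3, control-2 or control-3 no gene was called, and without control-4 there were 2.

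In airway classes no gene passed the edgeR test for bleomycin. In secretory-like cells 0 of 16165 genes were called (308 higher and 367 lower at an unadjusted p under 0.05; DESeq2 0 and 1), in ciliated-like cells 0 of 18379 (379 and 392; DESeq2 0 and 0), and in basal-like cells 0 of 12450 (199 and 189; DESeq2 0 and 0). In proliferating basal-like cells 0 of 10818 (209 and 189; DESeq2 3 and 0) and in aberrant basaloid-like cells 0 of 7325 (130 and 135; DESeq2 1 and 4) were called by edgeR, with 3 suspensions per group. The 15 genes that rose in AT2-like cells had a median log2 change of 1.52 there, 1.36 in the cluster with AT1 markers, 0.02 in secretory-like, 0.11 in ciliated-like, 0.11 in basal-like (12 genes measured), -0.03 in proliferating basal-like (12 genes measured) and 0.45 in aberrant basaloid-like cells (10 genes measured). Cdkn1a was at 1170 ± 212 CPM in untreated and 1300 ± 213 CPM in treated ciliated-like cells (0.15 ± 0.15). A direct test of the difference between the effects in AT2-like and airway epithelial-like cells called 1 of 17396 genes, Ephx1 (difference 1.55 ± 0.14, edgeR adjusted p = 0.0177), and against secretory-like cells 4 of 15241: Cdkn1a (1.84 ± 0.22), Ephx1 (1.54 ± 0.19), Pqlc3 (1.79 ± 0.23) and Gsta3 (0.87 ± 0.11), each with an edgeR adjusted p of 0.0477. Against ciliated-like and basal-like cells 0 genes were called by edgeR (849 and 636 at an unadjusted p under 0.05; DESeq2 was not run on this model). Tag reads were fewer in airway cells, so the suspension of an airway cell is less certain than that of an AT2-like cell.

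**Figure D4:**
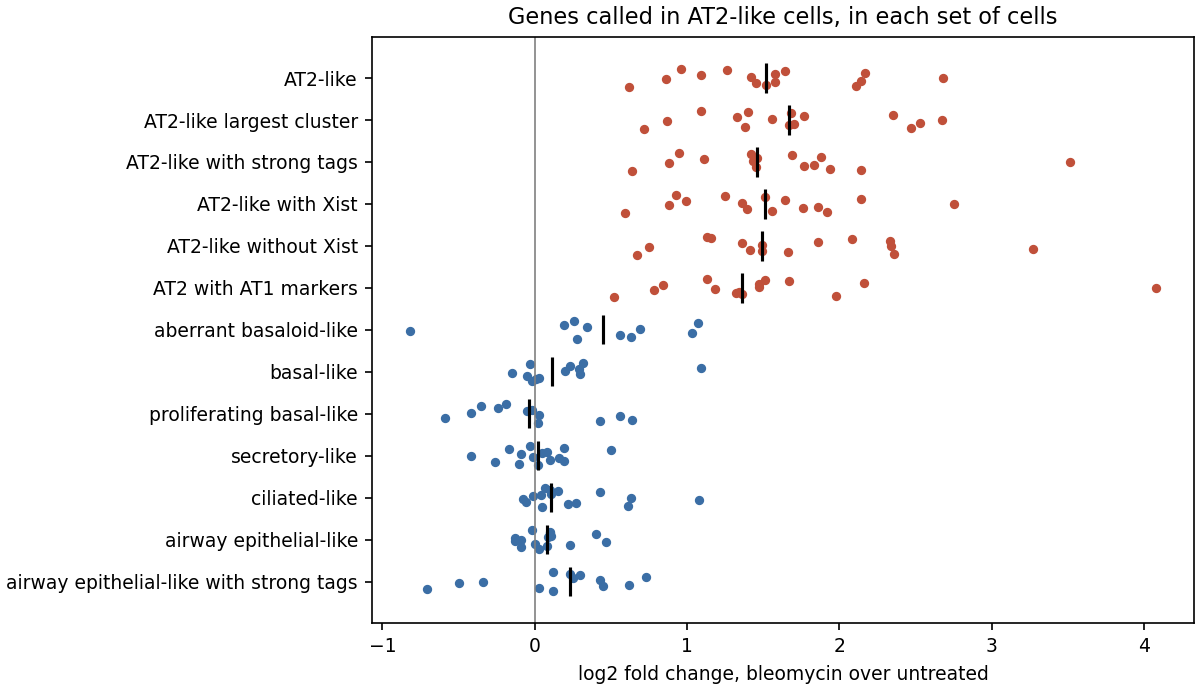
Log2 fold change (horizontal axis, bleomycin over untreated) of the genes called in AT2-like cells, 1 point per measured gene, in each set of cells named on the vertical axis, with the median as a black bar (red for alveolar and blue for airway sets). The median was 1.52 in AT2-like and 0.08 in airway epithelial-like cells.

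A few gene lists shifted with bleomycin in the airway classes at the preset correlation, and none of these shifts passed with an estimated correlation. In ciliated-like cells these were the interferon (list adjusted p = 3.01e-07, adjusted p = 0.553 with an estimated correlation), hypoxia (0.000527, and adjusted p = 0.203), p53 (0.00277, and adjusted p = 0.701) and metallothionein lists (0.00764, and adjusted p = 0.553), all toward higher levels. Over all genes 0 members were called, and adjusted over the list alone 2 of 10 interferon genes and 2 of 2 metallothioneins. In secretory-like cells the interferon and MHC class II lists lay higher (list adjusted p = 0.0265 each) and immediate early genes lower (0.0262), with an adjusted p of 0.748 each with an estimated correlation. In basal-like cells sterol synthesis genes lay lower (list adjusted p = 2.11e-05, adjusted p = 0.773 with an estimated correlation). In aberrant basaloid-like cells the p53 (list adjusted p = 0.000261, adjusted p = 0.376 with an estimated correlation) and interferon lists (0.00222, and adjusted p = 0.652) lay higher and the Krt8 transitional list lower (0.00988, and adjusted p = 0.652). In these 3 classes 0 members were called over all genes, and adjusted over the list alone 1, a Krt8 state gene in aberrant basaloid-like cells.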

Values the study reported

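The study detected 15,522 cells in its single-cell data. Among AT2 cells it found 65 genes raised and 31 genes reduced by bleomycin, at an adjusted p below 0.05 and with expression in at least 20% of cells, in tests between single cells. For Efna3 in AT2 cells it gave p < 2.2e-16 and for Efna4 p = 1.219e-05. Bulk sequencing of organoids in the same study gave 430 differentially expressed genes.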

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

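The tests of airway depth, of tags unrelated to their cells, and of other splits of the suspensions (except for the count of genes called in AT2-like cells) were chosen only after the result had been seen, as was the test of the difference between classes.

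The effect of bleomycin differed between AT2-like and other cells for a few genes. For Ephx1 the effect in AT2-like cells was larger than in airway epithelial-like cells by 1.55 on the log2 scale, and against secretory-like cells the differences were 1.84 for Cdkn1a, 1.54 for Ephx1, 1.79 for Pqlc3 and 0.87 for Gsta3, all from an interaction test. For the comparison with secretory-like cells no other split called as many (4 genes, at most 2 in any of the other splits of the 35, 1 split as large). That is the smallest share these splits can give, in 1 of several such comparisons, so chance is not excluded. For airway cells together other splits did as well (1 gene, up to 2 in another split, 3 splits as large). For ciliated-like and basal-like cells 0 genes were called (up to 1 elsewhere in both), so all 35 splits are as large by construction and say nothing about chance.

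The wider pattern is that the 15 genes raised in AT2-like cells had a median log2 change of 0.08 in pooled airway cells, though in aberrant basaloid-like cells it was 0.45, with 9 of 10 measured genes positive. The tables argue against several technical accounts as the whole cause. Wrong tags would be rarer among airway cells with a clear tag (at least 10 times any other) or a strong one (at least 500 reads), yet the median log2 change there was 0.05 and 0.23, against 1.63 and 1.46 in AT2-like cells chosen the same way. Depth did not hide a rise of the full AT2-like size in pooled airway cells, where for 15 of 15 genes the 95% interval excluded the AT2-like estimate. That estimate was taken as free of error and is probably too high, since the genes were called in the same sums. The interaction test, which carries the error of both sides, called only Ephx1, so a smaller rise stays open. In aberrant basaloid-like cells depth stays open (3 of 10 genes). The sex of the cells is not the whole cause, since AT2-like cells without Xist had a median of 1.49. In 8 of 13 airway clusters cells differed between tags more than with permuted tags (0.65 expected by chance). The ratios of 0.95 to 2.0 overlapped those of AT2 clusters (1.57 to 4.26). The permutation did not account for tag reads, and the tag that leads in a weakly stained cell could follow its staining or state. It therefore does not decide whether the tags of airway cells are unrelated to their suspensions. Mislabelling of airway cells stays open, beside a response that may differ between cell types.

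For genes called in AT2-like cells no other split called as many (15 genes, at most 3 in another of the 35 splits, 1 split as large). The median of the p53 list was also largest in the real split, by a small margin (0.775, at most 0.709 elsewhere, 1 as large). A share of 1 in 35 is the smallest that these splits can give, so they speak against chance but do not exclude it. In the cluster with AT1 markers another split called more (1 gene, up to 2 elsewhere, 2 as large). In secretory-like (0 called, up to 3 elsewhere), ciliated-like (0, up to 3) and basal-like cells (0, up to 0) all 35 splits are as large by construction and say nothing about chance. In proliferating basal-like and aberrant basaloid-like cells the 10 splits are too few for a share under 0.05 (0 called and up to 1 elsewhere in both, 10 as large). The classes were defined from these expression values, so swapping class names within suspensions says nothing about chance. The counts were, for aberrant basaloid-like against basal-like, 979 genes (at most 0 in the others of 32 splits), against secretory-like, 1764 (at most 1 elsewhere of 32 splits), for AT2-like against airway cells, 10379 (at most 0, 64 splits), and for AT1-like against AT2-like cells, 1419 (at most 0, 8 splits, too few for a share under 0.05).

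A single suspension stood apart from the others in 19 of 291 groups of values, where chance alone marks about 1 in 20 groups, or 14.6. Each value is a log2 ratio of the classes within a suspension. In aberrant basaloid-like against basal-like cells Ccn2 was 8.30 in bleo-3 (others 3.26 to 4.87) and Ptn -6.85 in bleo-3 (others -3.88 to -2.33). In AT2-like against airway cells Efna3 was 1.1 in control-2 (others 3.72 to 5.13), Esam 5.01 in control-2, Lgi3 5.11 in control-2, Tspan11 5.42 in bleo-1 and Dpp4 6.30 in control-1. In AT1-like against AT2-like cells control-4, the only untreated suspension there, gave Ccn1 3.80, Plec 0.95, H2-Aa -4.51, Atf3 3.23 and Fosb -0.49, and bleo-2 gave Sprr1a 5.72. In aberrant basaloid-like against secretory-like cells Inhba was 7.79 and Itgav 2.28 in control-2, Krt7 2.43 in control-4, Gstm1 -3.26 and Mt2 0.86 in bleo-1, and Sema7a 2.33 in control-3 (others 5.33 to 6.93).

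The 5 tags given to no suspension had 3964 reads in total, beside 70532343 reads of the 7 used tags.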

How the results depend on the processing

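The authors' tag names as an alternative, the AT2 class with the AT1-marker cluster, the subsets by tag strength, Xist or cluster, the block by number, and all alternatives for the treatment other than RLE, DESeq2, no filter and each suspension left out were chosen after the data had been seen. In the 4 class comparisons and for bleomycin in AT2-like cells, and leaving out the subsets and the block by number, for which only genes were counted, 4505 of 4759 values of named genes kept their direction and side of the threshold, 200 lost the call, 6 gained it and 48 changed sign; of 299 list tests there and in the cluster with AT1 markers 250 stayed, 37 lost the call and 12 gained it. The lists of the other classes under bleomycin are not in this tally, and none of those called there passed with an estimated correlation. With RLE scaling and with DESeq2, 280 of 280 named-gene values kept both. Scaling moved the median of all genes by at most 0.036 (log2, in size). The cause of the changes below was not tested, except that thinning and a stricter tag filter leave fewer reads and cells. The tag names share the numbers 1 to 3 between the groups, but no source says that a number marks a shared animal, culture or day. In AT2-like cells the deviations of same-numbered suspensions from their group means correlated across genes at -0.01, 0.12 and -0.02. Not every suspension correlated best with its own number, but 0.12, for control-2 and bleo-2, was the highest value of any pair. These 2 suspensions also shared an AT2-like cluster, with 222 and 88 cells, against at most 24 of any other. Correlations over all 14421 genes can miss a shared origin that shows in few genes, so they do not decide whether numbers pair suspensions. With the number as a replicate block, and without control-4, 2 genes were higher, against 3 without control-4 and with no block, and 0 lower (edgeR; 466 and 428 at an unadjusted p under 0.05, DESeq2 not run on this model). Class comparisons have the suspension as a block. No AT1 class was named with the authors' tags, no aberrant basaloid class with all cells and no fibroblast class at 4 times the next tag. Scrublet removed 1 cell, so its changes come from clustering anew.

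Counts of called genes moved by more than 1.5 times as follows. Aberrant basaloid-like against basal-like, higher (616): 206 at 4 times the next tag, 309 thinned, 944 with the authors' tags; lower (363): 86, 214 and 741, and 676 with DESeq2 and 781 with no low-count filter. AT2-like against airway: 2680 higher (4947) and 2916 lower (5432) when thinned. AT1-like against AT2-like, higher (666): 332 at 4 times, 436 thinned, 394 to 516 with a suspension left out; lower (753): 415, 425, 473 to 577, and 1225 with no filter. Aberrant basaloid-like against secretory-like, higher (849): 475 at 4 times, 381 thinned, 1293 with the authors' tags, 1443 with no replicate block; lower (915): 322, 473, and 1385 with no replicate block and 1525 with DESeq2.

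With bleomycin in AT2-like cells, genes higher (15) were 69 with DESeq2, 49 with no low-count filter, 23 at 4 times the next tag, 9 in cells with strong tags, 4 with Xist, 1 without Xist, and 1 to 16 with a suspension left out. Genes lower (0) were 34 with DESeq2, 35 with no filter, 1 after Scrublet, 1 thinned, and 0 to 6 with a suspension left out. In the cluster with AT1 markers, higher (1) became 29 with DESeq2, 94 with no filter, 12 thinned and 0 to 2 with a suspension left out, and lower (0) became 14, 52 and 3. In secretory-like cells 1 gene was lower (0) with DESeq2, 1 with no filter and 1 thinned. With no filter, basal-like cells had 15 higher and 7 lower genes (0 and 0), proliferating basal-like cells 24 and 6, and aberrant basaloid-like cells 15 and 31. DESeq2 gave 3 higher in proliferating basal-like cells (0 to 1 with a suspension left out) and 1 higher and 4 lower in aberrant basaloid-like cells, where resolution 1.0 gave 1 lower. With no filter, genes of a few reads in 1 group enter the test.

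Signs changed for these genes. Tgfb2, AT2-like against airway (-0.76): 0.26 at resolution 1.0, 0.89 with list genes used for clustering, 0.11 with the stricter cell filter, 0.48 at 4 times the next tag, 0.25 after Scrublet, 0.17 with the authors' tags, 0.26 with the AT1-marker cluster. Cdkn1a there (-0.50): 0.08 with the authors' tags. Efna4, aberrant basaloid-like against basal-like (-0.24): 0.41 with no replicate block, 0.52 stricter filter, 0.41 Scrublet, 0.27 authors' tags, -0.78 to 0.24 with a suspension left out. AT1-like against AT2-like: Blmh (-0.17) 0.13 and Efna3 (-0.66) 0.12 thinned, Gm3776 (5.24) -4.74 at 4 times. Aberrant basaloid-like against secretory-like: Epha4 (0.09) -0.11 with no filter, -0.34 at 4 times, -0.13 authors' tags, -0.23 to 0.32 left out; H2-Ab1 (-0.27) 0.48 with no replicate block, 0.34 resolution 1.0, 0.06 stricter filter, 0.52 at 4 times, 0.11 Scrublet, -0.85 to 0.02 left out. Bleomycin in AT2-like cells: Blmh (0.06) -0.59 thinned, -0.08 to 0.16 left out; Tgfb2 (-0.33) 0.27 at resolution 1.0, 0.09 list genes used, 0.26 stricter filter, 0.31 at 4 times, 0.27 Scrublet, 1.13 thinned, 0.09 authors' tags, 0.27 with the AT1-marker cluster, -0.61 to 0.10 left out; Epha2 (-0.11) 0.01 list genes used, 0.02 stricter filter, 0.12 at 4 times, 0.24 thinned, 0.00 authors' tags, 0.02 with the AT1-marker cluster, -0.20 to 0.02 left out. Only Tgfb2 against airway cells and Gm3776 had been called among these.

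With an estimated correlation the lists called fell from 9 to 0 in aberrant basaloid-like against basal-like, 5 to 1 in AT2-like against airway, 9 to 2 in AT1-like against AT2-like, 4 to 2 for bleomycin in AT2-like cells and 4 to 1 in the cluster with AT1 markers. With fry, 14 lists were called in AT2-like against airway and 2 in the cluster with AT1 markers. The unnamed share was 29.6% with all cells (20.5%).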

Other observations

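The tests on Xist and Y-linked reads (except that of fibroblast RNA) and that of weak tags behind the AT2-like share were chosen only after the result had been seen.

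Beyond the comparisons, the classes differed in genes that the report names only in passing. Cdkn1a was highest in AT1-like cells (2316.9 CPM) and was at 1222.3 CPM in ciliated-like cells, where a cluster of 736 cells led by Deup1 had 2471.5 CPM and the other clusters 568.0 to 699.6 CPM. AT1-like means cover 4 suspensions only, control-4 and bleo-1 to bleo-3, and ciliated-like means all 7, so these levels come from unlike sets of samples. Epha2 was at 90.1 CPM in AT1-like and 40.0 CPM in aberrant basaloid-like cells. A basal-like cluster of 368 cells with high Krt17 had Tgfb2 at 40.1 CPM, between the other basal-like cells and the aberrant basaloid-like cells, and Blmh at 64.2 CPM against 30.8 CPM in AT2-like cells. These differences were not tested.

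Unnamed clusters with basal scores had their own leading genes. A cluster of 567 cells was led by Krt4, a keratin of stratified epithelium, and the interferon-induced gene Ifi27l2a, another of 685 cells by the vasoconstrictor gene Edn2 and Pthlh, and another of 472 cells by the mucin gene Muc16 and Sprr2 genes. They are given here as the genes that define these clusters and not as results.

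Xist was high in alveolar and nearly absent in airway cells. Free RNA is not the whole cause, since airway cells of the same pool had 5.9 CPM and AT2-like cells 474.3 CPM. Fibroblasts stuck to AT2-like cells are not either, since AT2-like cells with Xist held fibroblast markers at a median of 0.14% of their level in fibroblast-like cells. Loss of Xist in female airway cells is opposed by the Y-linked reads in 89.3% of airway cells. A candidate explanation is that the alveolar cells came from mice of both sexes and the airway cells from males only, which goes with Y-linked reads in 85.9% of AT2-like cells without Xist and 37.1% of those with Xist; the sex of the donor mice is not given in the sources used here, and this remains a hypothesis found and tested on the same data.

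The lower share of AT2-like cells with bleomycin missed the threshold, and its source stays open. The names of the clusters are not the whole cause, since the difference was -15.5 percentage points with the AT1-marker cluster counted in. With clear tags it was -20.4 points, but that filter keeps 89.4% of AT2-like and 39.9% of airway cells and so sets the share itself: wrong tags cannot be told apart from a change in the cells. Airway cells with weak tags may have been allotted to the bleomycin tags, but the numbers of AT2-like cells per suspension (exact permutation p = 0.3714) do not decide it, since their spread is as wide as the difference. A loss of AT2 cells and a gain of airway cells after bleomycin remain among the open explanations, untested.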
